# Parathyroid Hormone-Like Hormone is a Poor Prognosis Marker of Head and Neck Cancer and Promotes Cell Growth via RUNX2 Regulation

**DOI:** 10.1038/srep41131

**Published:** 2017-01-25

**Authors:** Wei-Min Chang, Yuan-Feng Lin, Chia-Yi Su, Hsuan-Yu Peng, Yu-Chan Chang, Jenn-Ren Hsiao, Chi-Long Chen, Jang-Yang Chang, Yi-Shing Shieh, Michael Hsiao, Shine-Gwo Shiah

## Abstract

Parathyroid Hormone-Like Hormone (PTHLH) is an autocrine/paracrine ligand that is up-regulated in head and neck squamous cell carcinoma (HNSCC). However, the cellular function and regulatory mechanism in HNSCC remains obscure. We investigated the clinical significance of PTHLH in HNSCC patients, and verified the role of RUNX2/PTHLH axis, which is stimulated HNSCC cell growth. In patients, PTHLH is a poor prognosis marker. PTHLH expression lead to increasing the cell proliferation potential through an autocrine/paracrine role and elevating blood calcium level in Nod-SCID mice. In public HNSCC microarray cohorts, PTHLH is found to be co-expressed with RUNX2. Physiologically, PTHLH is regulated by RUNX2 and also acting as key calcium regulator. However, elevations of calcium concentration also increased the RUNX2 expression. PTHLH, calcium, and RUNX2 form a positive feedback loop in HNSCC. Furthermore, ectopic RUNX2 expression also increased PTHLH expression and promoted proliferation potential through PTHLH expression. Using cDNA microarray analysis, we found PTHLH also stimulated expression of cell cycle regulators, namely CCNA2, CCNE2, and CDC25A in HNSCC cells, and these genes are also up-regulated in HNSCC patients. In summary, our results reveal that PTHLH expression is a poor prognosis marker in HNSCC patients, and RUNX2-PTHLH axis contributes to HNSCC tumor growth.

The most fundamental trait of cancer cells is the uncontrolling cell growth^1^. Cancer cells harbor numerous genetic changes to maintain proliferation abilities and resist cell death signals or growth suppressors. Head and neck squamous cell carcinoma (HNSCC) ranks among the eighth of the leading cancers in the USA and is estimated to have reached more than 48,000 new cases in 2016^2^. In the world, there are nearly 300,400 new onset cases and half of the patients will not survive for longer than 5 years^3^. Smoking, alcohol consumption, and HPV infection are the major risk factors for HNSCC^4^. Betel quid is another risk factor of HNSCC in Taiwan, India, and other neighboring countries^5^. Despite the recent advances in cancer treatment that have improved the life quality and expectancy of HNSCC patients, however, the overall survival of HNSCC patients has only improved marginally over the past 30 years^6^. It is therefore important to understand the molecular mechanisms of HNSCC development and progression.

Parathyroid hormone-like hormone (PTHLH) is an autocrine/paracrine ligand that regulates cell differentiation and proliferation, and is expressed in many tissues during development, such as tooth, bone, and mammary gland maturation^7^,^8^. PTHLH interacts with parathyroid hormone/parathyroid hormone-related protein receptor (PTH/PTHLH type 1 receptor, PTH1R), a member of family B G-protein coupled receptor, and controls several cellular function through activation of the cAMP/PKA or IP_3_/PKC signaling cascades. PTHLH promotes cell proliferation, migration, and invasion, and prevents apoptosis in different types of cancers^9^,^10^,^11^. In HNSCC, PTHLH has been reported as a poor prognostic marker and is stimulated *in vitro* cell growth through promoting cell cycle progression^12^. However, the regulation mechanism and tumor progression role of PTHLH in HNSCC remains uncertain.

Runt-related transcription factor 2 (RUNX2) is a major transcription factor that regulates osteoblast differentiation, chondrocyte proliferation, and differentiation in endochondral bone formation process^13^,^14^ and is an important transcription factor in breast and prostate cancer development and progression^15^. In breast cancer cells and normal chondrocytes, RUNX2 stimulates PTHLH expression through Indian Hedgehog (IHH) expression or direct binding to PTHLH promoter with GLI2 complex^16^,^17^,^18^. Silencing RUNX2 also inhibits PTHLH expression in breast cancer cells^19^. However, the role of RUNX2-PTHLH axis has not been studied in HNSCC.

In this study, we showed that PTHLH promoted HNSCC growth through an autocrine/paracrine manner and could serve as a poor prognosis marker in HNSCC patients. Secondly, concordant up-regulation of PTHLH and RUNX2 promoted HNSCC tumor growth, and RUNX2 was stimulated by calcium level. Finally, PTHLH elevated the blood calcium level in Nod-SCID mice and stimulated expression of several cell cycle regulators, namely, CCNA2, CCNE2 and CDC25A, in HNSCC cells and patients. In summary, our study not only reveals a novel positive feedback loop among RUNX2, PTHLH, and calcium but also shows RUNX2/PTHLH axis promotes HNSCC tumor growth.

## Results

### PTHLH overexpression is correlated with poor prognosis in HNSCC patients

To elucidate the clinical relevance of PTHLH in HNSCC patients, we first analyzed PTHLH mRNA expression profiling from the TCGA Data Portal. The PTHLH expression levels are significantly higher in primary tumors compared with normal solid tissue (Fig. 1A, *p* < 0.001). We also examined the PTHLH expression in a paired Taiwanese HNSCC microarray cohort (GSE37991)^20^ and the Oncomine™ database. PTHLH expression was up-regulated in HNSCC tumors comparing to normal control tissues (Fig. 1B and Supplementary Figure s1). Intriguingly, PTHLH is the second and fifteenth highest up-regulated gene in HNSCC tumors (Supplementary Figure s1A and B). This phenomenon indicates that PTHLH is predominantly expressed in HNSCC patients and might be easily detected from patients. We further analyzed PTHLH protein level in an independent testing set HNSCC tissue array cohort with 92 specimens by using immunohistochemistry (IHC) staining. We compared 40 paired samples from primary head and neck tumors and normal adjacent tissues in this tissue array. Strikingly, in 35 of 40 patients (~88%), the PTHLH protein level was significantly higher in tumors than adjacent normal tissues (Fig. 1D, *p* < 0.001). Next, we tested whether PTHLH expression could be a poor prognosis marker in HNSCC patients. Typical PTHLH staining patterns in HNSCC tumors of the defined scoring criteria are shown in Fig. 1E. Our results reveal that patients with high PTHLH expression (score 2 or 3) have a significantly shorter survival time than those with low PTHLH expression (score 0 or 1, *p* = 0.0023), and the mean survival time is 25.1 months and 81.2 months, respectively. Taken together, these results demonstrate that PTHLH is up-regulated and could be a poor prognostic marker in HNSCC patients.

### Autocrine/paracrine PTHLH promotes HNSCC growth abilities

Our clinical findings suggest that PTHLH may play an important role in HNSCC progression. In order to investigate the PTHLH role in HNSCC progression, we compared the endogenous PTHLH level among the primary oral keratinocyte (HOK) and HNSCC cells, namely, Ca9-22, Cal-27 and SAS. All HNSCC cells have higher endogenous PTHLH protein level than HOK (Fig. 2A). Furthermore, we examined *in vitro* proliferation and *in vivo* tumor growth abilities among those HNSCC cells. Cal-27 and SAS cells that have higher endogenous PTHLH protein levels than Ca9-22 cells (Fig. 2A) also harbor higher growth potential than Ca9-22 cells. Both Cal-27 and SAS cells have higher *in vitro* proliferation abilities (Fig. 2B, *p* < 0.001) and larger tumor burden after a 3 week inoculation in SCID-mice (Fig. 2C, SAS and Cal-27 verse Ca9-22, *p* < 0.001). These results indicate that PTHLH might correlate with HNSCC growth. We then enforced PTHLH expression in Ca9-22 cells to examine if PTHLH would promote HNSCC tumor growth. Indeed, the Ca9-22-PTHLH cells have higher *in vitro* proliferation abilities (Fig. 2D, *p* < 0.001) and *in vivo* tumor growth rate (Fig. 2H, *p* < 0.001) than empty vector (EV) cells. Additionally, PTHLH has been reported to elevate serum calcium level^21^. Therefore, we measured mice serum calcium level in Ca9-22 inoculation mice. Ca9-22-PTHLH cells also have elevated blood calcium level than Ca9-22-EV cells (Fig. 2J, *p* < 0.001). To further investigate the role of PTHLH in HNSCC growth, we examined whether PTHLH would promote HNSCC cell growth through an autocrine/paracrine manner. We used the condition medium harvested from Ca9-22-PTHLH or Ca9-22-EV cells. Only the Ca9-22-PTHLH condition medium stimulates the parental Ca9-22 growth (Fig. 2E, *p* < 0.001). To observe the autocrine/paracrine PTHLH function in HNSCC cell growth, we used a transwell co-culture system, which can mimic the autocrine or paracrine role of PTHLH and the co-culture system can be easily depleted PTHLH from co-culture system. PTHLH-expressed cells stimulated the parental Ca9-22 growth comparing to empty vector, and this phenomenon was abolished by PTHLH depletion (Fig. 2F, *p* < 0.05). Finally, we treated the parental Ca9-22 cells with recombinant PTHLH protein. PTHLH also stimulated the parental Ca9-22 growth in a dose-dependent manner (Fig. 2G, *p* < 0.05). These results indicate that PTHLH stimulates HNSCC cell growth through an autocrine/paracrine manner and PTHLH-expressed HNSCC cells also have an elevated blood calcium level in Nod-SCID mice.

### RUNX2 expression is positively correlated with PTHLH expression in HNSCC patients

Recently, RUNX2 has been reported to regulate PTHLH expression in chondrocyte and breast cancer cells^16^,^17^,^18^. In Taiwanese HNSCC patients, we found that RUNX2 expression is positively correlated with PTHLH level (Fig. 3A, R = 0.48; *p* = 0.0019). Furthermore, we affirmed this positive correlation between RUNX2 and PTHLH in two Oncomine™ HNSCC datasets (Fig. 3B, R = 0.51 and R-0.43), which are the same cohorts that PTHLH belonged to the top 1% up-regulated genes. These results indicate that RUNX2 might regulate PTHLH expression in HNSCC patients. The endogenous RUNX2 level is positively correlated with endogenous PTHLH level in HNSCC cells (Figs 2A and 3F). Next, we enforced the expression of RUNX2 in Ca9-22 cells to show whether the RUNX2 protein could promote PTHLH expression. When RUNX2 was overexpressed, the PTHLH mRNA (Fig. 3C, *p* < 0.001), protein (Fig. 3D, *p* < 0.001), and secretion PTHLH (Supplementary Figure s2, *p* < 0.001) were all up-regulated in Ca9-22-RUNX2 cells comparing to empty vector control cells. In order to confirming ifRUNX2 directly or indirectly regulates PTHLH expression in HNSCC cells, we preformed the chromatin immunoprecipitation (ChIP) followed by q-PCR and immunoprecipitation for Runx2 in Ca9-22 cells. Our results revealed that, in Ca9-22 RUNX2 cells, RUNX2 directly binds to −800 bp and −500 bp region upstream of transcription start site on PTHLH promoter (Fig. 3E, *p* < 0.05) without collaborating with Gli2 (Supplementary Figure s3) even though it is concurrently recruited to regulate Runx2-mediated PTHLH expression in breast cancer^16^.

### RUNX2 is up-regulated in HNSCC patients and stimulated by calcium

In paired HNSCC samples of both real-time PCR and IHC results reveal that RUNX2 mRNA (Fig. 3G, 22/43 = 51.0%, p < 0.001) and protein (Fig. 3H and I, 30/38 = 78.9%, p < 0.001) are significantly up-regulated in clinical HNSCC tumors. Slaked lime (calcium hydroxide) is a common additive in betel nuts, and most of our HNSCC patients are betel nut chewers. During osteoblast differentiation and formation, calcium level also stimulates RUNX2 expression^22^. For the sake of clarity, we further examined whether calcium could stimulate RUNX2 expression in HNSCC cells. We treated Ca9-22 cells with different concentrations of calcium, and both RUNX2 mRNA expression and protein level increases accompany with calcium level (Fig. 3J and K). Taken together, these results demonstrate that up-regulation of RUNX2 in HNSCC patients might be stimulated by calcium from slaked lime.

### RUNX2-PTHLH axis stimulates HNSCC tumor growth

To examine whether RUNX2 also controls the HNSCC growth and PTHLH is the major contributor in HNSCC proliferation, we enforced the expression of RUNX2 in Ca9-22 cells. The results show RUNX2 promoted *in vitro* proliferation abilities (Fig. 4A, *p* < 0.001) and *in vivo* tumor growth (Fig. 4B, *p* < 0.05 and 4D, *p* < 0.001). Furthermore, the KI-67 proliferation index also reveal that RUNX2 increases *in vivo* proliferation abilities in Ca9-22 cells comparing to control cells (Fig. 4C, *p* < 0.001). Conversely, we also performed complementary studies in Cal-27 and SAS cells. The *in vitro* proliferation abilities of Ca-27 and SAS cells were dramatically decreased in two independent RUNX2 knockdown clones comparing to non-targeting scramble (NS) control cells (Fig. 4E, *p* < 0.01). We further used the shRUNX2-1 clone to measure the *in vivo* tumor growth abilities governed by RUNX2. Both tumor burden (Fig. 4F, *p* < 0.05) and tumor weight (Fig. 4G, *p* < 0.001) were reduced by silencing RUNX2 expression. In addition, roxithromycin, which suppresses RUNX2 mRNA expression in HNSCC cells^23^, inhibited the Cal-27 and SAS growth (Supplementary Figure s4). To show the RUNX2-PTHLH axis promotes HNSCC cancer growth, we restored PTHLH expression in RUNX2-silent Cal-27 and SAS cells. PTHLH was predominantly restored the *in vitro* proliferation abilities (Fig. 5A and B, *p* < 0.05) and *in vivo* tumor growth abilities (Fig. 5C–F, *p* < 0.05). Interestingly, PTHLH only fully rescued the tumor growth abilities in Cal-27 cells, but not in SAS cells, after Runx2 knockdown. By using Ingenuity Pathway Analysis software to perform differential display of gene expression obtained from Genomics of Drug Sensitivity in Cancer (GDSC) database between Cal-27 and SAS cells^24^. We found that Ca^2+^ acts as an upstream regulator for Cal-27 cells, but not in SAS cells (Supplementary Table s2), and several down-stream genes of Ca^2+^-related pathway were also up-regulated in Cal-27 cells (Supplementary Table s3). This observation might be able to interpret the different response in those cells. Taken together, these results reveal that RUNX2 governs the proliferation abilities through PTHLH.

### Knowledge-based analysis of the microarray data reveals that PTHLH stimulates cell cycle regulator expression

To ascertain the mechanism that PTHLH stimulated HNSCC growth and impacted the clinical HNSCC patients. Therefore, we performed overexpression analysis of PTHLH in Ca9-22 cells with microarray, and then conducted Ingenuity Pathway Analysis (IPA). 

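Ca9-22 cells, a line from a human gingival squamous cell carcinoma, were infected with an empty vector or with a PTHLH vector and enriched with blasticidin, a drug that kills cells without the vector's resistance gene. RNA from 1 culture of each kind was labelled with biotin and hybridised to 1 Affymetrix U133 array each. Each array gave 54675 deposited intensities, 1 per probe set, where a probe set is a group of short oligonucleotides for one transcript. The background correction, normalization and summary that the authors used are not given in the sources used here. The values were on a linear scale in arbitrary units, with a median of 19.5 on the empty vector array and 19.4 on the PTHLH array and a highest value of 17938 and 17627. The 2 arrays had a Pearson r of 0.992 across probe sets on the log2 scale, and probe sets are not replicates. The log2 ratio of the 3′ to the 5′ probe set was 0.58 and 0.64 for GAPDH and 4.39 and 4.17 for ACTB on the empty vector and PTHLH arrays.

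Of the probe sets, 41097 were paired with 1 gene symbol, 1801 with several, and 11777 are unnamed here. The difference was taken as the PTHLH array minus the empty vector array on the log2 scale, without further normalization. Each of 19775 genes was represented by its brightest probe set. With 1 array per condition the differences have no replicate check, and no p-value or SD between cultures can be given. The only internal measure of error was the spread between the 2 brightest probe sets of one gene, which corresponded to an SD of 0.20 for one log2 difference over 5594 genes with both probe sets above the array medians. PTHLH itself has no probe set named here, so its level on the arrays is not analysed here. A description field of the samples names another cell line, CX-1, and the gene RAB3C, whereas their titles and the paper's methods name Ca9-22 and PTHLH, which were followed. RAB3C, a vesicle-transport GTPase, had an intensity of 10.2 on the empty vector array and 10.5 on the PTHLH array, both below the array medians. Whether its probe sets would detect RAB3C made from a vector is not known here, so this low signal does not settle the conflict. KRT5, a keratin of basal squamous epithelium, had an intensity of 7823 and 10228.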

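On the PTHLH array, 390 genes were at least 1.5-fold higher and 696 were at least 1.5-fold lower than on the empty vector array. FOXQ1, a forkhead transcription factor, had the largest increase among genes above the median intensity on both arrays, from 244 to 915 (3.75-fold). It was followed by EDN1, the precursor of the vasoconstrictor endothelin-1 (3.47-fold), KCTD12 (3.40-fold), the placental alkaline phosphatase ALPP (3.32-fold), the fructose transporter SLC2A5 (3.24-fold) and DLK2 (2.90-fold). The polycomb-associated protein PHF19 (2.55-fold), the S-phase ubiquitin ligase component DTL (2.51-fold), the protocadherin PCDH7 (2.39-fold), the cornified envelope protein SPRR1B (2.36-fold), the splicing factor SFPQ (2.35-fold) and PIGW (2.34-fold) completed the 12 highest.

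CYP1A1, a cytochrome P450 that oxidises aromatic hydrocarbons, had the largest decrease, from 937 to 82.1, a log2 difference of -3.51. ENPP2, the enzyme that makes lysophosphatidic acid, had a log2 difference of -2.06, and GSTA4, a glutathione transferase, of -1.85. The cytokine genes IL1B and IL1A had log2 differences of -1.80 and -1.67, and the receptor gene IL21R of -1.70. The others among the 12 lowest were TMEM225B (-1.85), ASMTL (-1.77), the glycolytic enzyme ENO2 (-1.75), the beta-adrenergic receptor ADRB1 (-1.74), PCAT6 (-1.72) and SMIM10L2A (-1.64), each given as a log2 difference.

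Probe sets of one gene did not always share a change. Of 338 genes at least 1.5-fold changed with their 2 brightest probe sets above both medians, the second probe set had the same direction in 287 and was itself at least 1.5-fold changed in that direction in 121. SLC2A5 had a second probe set above both medians with a log2 difference of 0.12. PCDH7 had a dim one of -1.32, though its second brightest had 1.18. SFPQ had a bright one of -0.40, but another bright one of 0.96. The other probe sets of ADRB1, both dim, had 0 and -0.39, and the only other probe set of IL1A had -0.44. With the median over a gene's probe sets the counts were 248 higher and 444 lower, and with the probe set of the largest change they were 689 higher and 984 lower.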

The PTHLH gene signature is defined as absolute fold change ≥1.5 folds in PTHLH overexpressed cells. The bioinformatics results show that PTHLH overexpression activated the cell cycle regulation pathway (Supplementary Table s1), such as “Cyclins and Cell Cycle Regulation” (z score = 1.941 and –log*P* value = 2.640) and “Estrogen-mediated S-phase Entry” (z score = 1.633 and −log*P* value = 2.770). These results suggest that PTHLH promotes HNSCC tumor growth through regulation of the cell cycle key molecules expression. Moreover, we examined the expression status of those key cell cycle molecules among clinical HNSCC patients (Supplementary Table s4). 

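Of the 14 molecules that Supplementary Table s1 lists under Cyclins and Cell Cycle Regulation, 12 had a probe set named here. Of these, 7 were at least 1.5-fold higher on the PTHLH array, 4 were at least 1.5-fold lower and 1 lay within 1.5-fold. The higher ones were CCNE2, the cyclin E that drives entry into S phase (from 16.1 to 29.3, 1.82-fold), the G1 kinase CDK6 (179 to 302, 1.69-fold), CCNA2, the cyclin A of S phase and G2 (186 to 304, 1.63-fold), CDC25A, the phosphatase that activates CDK2 (26.0 to 41.9, 1.62-fold), the mitotic cyclin CCNB1 (648 to 1020, 1.57-fold), TFDP1, the partner of E2F transcription factors (561 to 871, 1.55-fold), and CCND1, the cyclin D1 of G1 (159 to 245, 1.54-fold). The lower ones were the phosphatase gene PPM1J (127 to 53.4, a log2 difference of -1.25), E2F5 (79.4 to 49.1, -0.69), CDKN1A, the CDK inhibitor p21 (2065 to 1339, -0.62), and PPM1L (30.2 to 20.0, -0.60). HDAC8 had a log2 difference of 0.29.

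**Figure D1:**
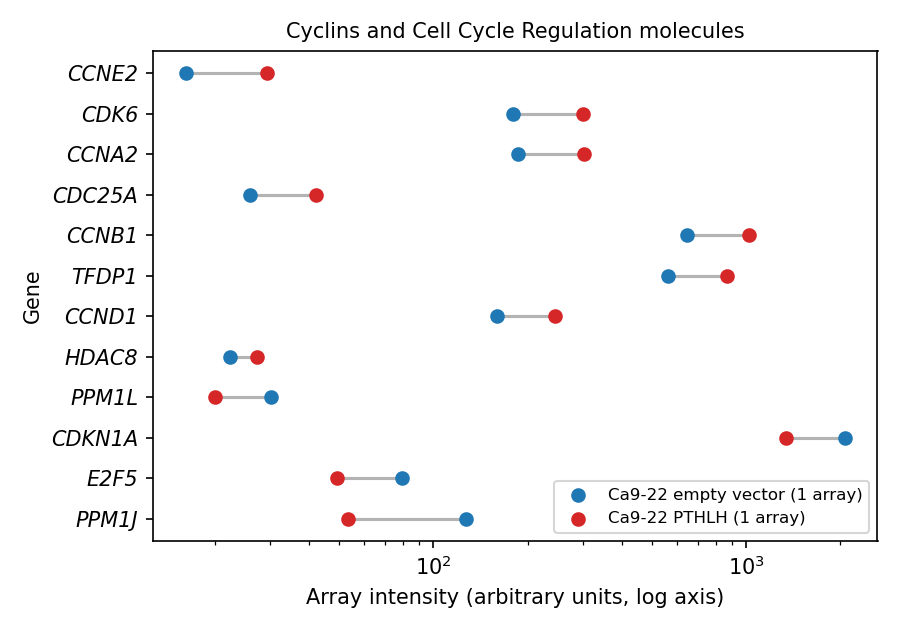
Array intensity in arbitrary units on a log axis for the 12 Cyclins and Cell Cycle Regulation molecules with a probe set named here, ordered by log2 difference. Blue points are the empty vector array and red points the PTHLH array, 1 array each, joined by a line; CCNE2 at the top goes from 16.1 to 29.3 and PPM1J at the bottom from 127 to 53.4.

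The median log2 difference over the 12 molecules was 0.63, and over the 7 molecules of Estrogen-mediated S-phase Entry, all of which are also among the 14, it was 0.64, with 5 at least 1.5-fold higher and 2 lower. Each median lay at percentile 100 of 10000 random gene lists of the same size matched on mean level, as a description of these 2 arrays. The study chose both lists on these arrays at the same fold threshold, so the counts are not independent evidence of a direction. CCNE2 and CDC25A were dim, near the array medians, and a second probe set of CCNE2, below both medians, had a log2 difference of 0.19. The second brightest of CDC25A had 0.23, and its dimmest, below both medians, had 0.69. The 2 probe sets of CCNA2 had log2 differences of 0.71 and 0.91. With the median over probe sets the tally was 4 higher and 2 lower of 12, as CCNE2, CDK6, TFDP1, E2F5 and PPM1L came within 1.5-fold, and with the largest change it was 8 higher and 4 lower. Under Role of BRCA1 in DNA Damage Response, 2 of 10 measured molecules were higher, among them the helicase gene BRIP1 (a log2 difference of 0.68), and 3 were lower, among them HLTF (-0.74), by the brightest probe set, and by the probe set with the largest change 6 were higher and 4 lower. The z scores of IPA were not recomputed, since they rest on the program's own record of how each gene acts in a pathway.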

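Gene lists that were not taken from the study, though they share some of its genes, were also higher in these phases of the cycle. Of 41 measured genes of DNA replication and S phase, 17 were at least 1.5-fold higher on the PTHLH array, none was at least 1.5-fold lower, and 40 had a log2 difference above 0. DTL was the highest of them, TYMS, which makes thymidylate, went from 732 to 1596 (2.18-fold), and the replicative helicase subunit MCM4 went from 68.1 to 145.0 (2.13-fold). The median log2 difference of the list was 0.51. Of 36 genes of G2/M and mitosis, 7 were at least 1.5-fold higher and none was lower, with a median of 0.41. FOXM1, a transcription factor of the G2/M genes, was 1.75-fold higher, the spindle midzone protein PRC1 1.57-fold and the proliferation marker MKI67 1.56-fold. Of 18 cyclins, CDKs and CDC25 phosphatases, 6 were higher and none was lower, with a median of 0.33. All 6 are among the molecules that the study picked on these arrays, and the other 12 lay within 1.5-fold with a median of 0.30. Of the higher genes of DNA replication and of G2/M, 1 each is among those molecules. All 3 medians lay at percentile 100 of the random lists matched on mean level. Lists outside the cell cycle also lay at the extremes, such as heat shock proteins and chaperones (percentile 100) and interferon response genes (0.01). Others lay inside the central 95%, such as genes of hypoxia and glycolysis (16.5). A percentile of 100 alone therefore does not set the cell cycle lists apart.

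Other regulators of the cycle were mixed. Of 7 CDK inhibitors, CDKN1A was at least 1.5-fold lower and none was higher, CDKN2B and CDKN2D had log2 differences of -0.58 and -0.48, and the median was 0, at percentile 41.4. Of 13 E2F, DP and pocket proteins, TFDP1 was at least 1.5-fold higher and E2F5 lower, E2F2 had a log2 difference of 0.57, and the median was 0.09 (percentile 88.1).

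**Figure D2:**
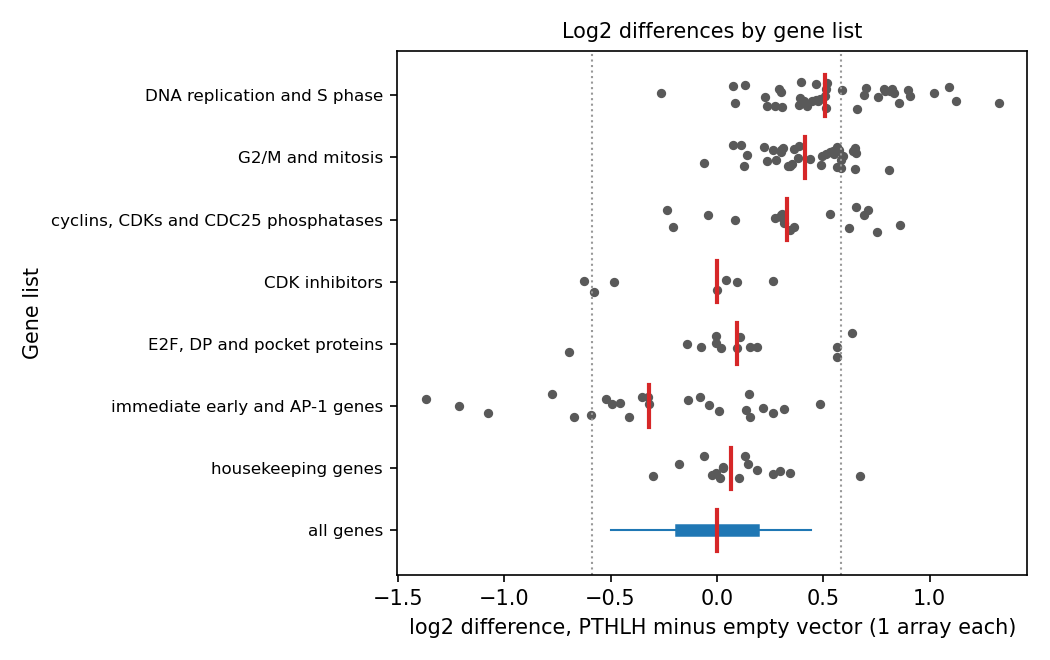
Log2 difference, PTHLH array minus empty vector array, for each measured gene (grey points) of 7 gene lists, with the list's median as a red line and 1.5-fold in either direction as dotted lines. For all 19775 genes the thin bar runs from percentile 5 to 95 and the thick bar from percentile 25 to 75. The points of DNA replication and S phase and of G2/M and mitosis lie to the right of 0 except for 1 gene in each, with medians of 0.51 and 0.41.

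These values compare 1 culture with 1 other culture. From the activated cell cycle pathways and their molecules, the paper proposes that PTHLH drives the growth of HNSCC tumors by changing how key cell cycle genes are expressed.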

We found that CCNA2, CCNE2 and CDC25A are significantly up-regulated in PTHLH expression Ca9-22 cells (Fig. 6B) and those are also up-regulated in the in Taiwanese (Fig. 6C, *p* < 0.01) and TCGA data (Fig. 6D, *p* < 0.001) HNSCC tumor. Therefore data from clinical HNSCC patients also demonstrate that PTHLH might regulate tumor growth through cell cycle regulators, namely, CCNA2, CCNE2, and CDC25A (Fig. 6E). In summary, PTHLH is a key stimulator that promotes several key cell cycle regulator expression in HNSCC. This phenomenon is consistent with our observation of PTHLH function in HNSCC growth.

## Discussion

Aberrant cell proliferation is the foundation of cancer growth and progression; therefore, realization of novel growth-stimulating molecules is crucial. Secretion of PTHLH has been reported to play a vital role in tumorigenesis, cancer progression, hypercalcemia, and also controlling several tumor relevant genes expression^25^,^26^,^27^. Both RUNX2 and PTHLH may play certain roles in tumor cell transformation, growth, metastasis, hypercalcemia, and cachexia^28^,^29^. PTHLH has been reported as a poor prognosis marker of HNSCC^12^,^30^, however, the role of PTHLH in HNSCC progression is unclear. In this study, we investigated the role of PTHLH in head and neck cancer by analyzing its expression in clinical patients and its phenotypic impact by investigating *in vitro* and *in vivo* cell growth due to PTHLH in HNSCC. Previously we showed that over-expression of RUNX2 in Ca9-22 cells promotes the PTHLH mRNA level in microarray studies^31^ and the positive correlation of endogenous PTHLH and RUNX2 protein level (Figs 2A and 3F) causally affects the cancer progression in HNSCC cells. Whereas Ca9-22 cells with low PTHLH level displayed a poorer *in vitro* and *in vivo* tumor growth (Fig. 2B and C) and metastatic potentials^31^, Cal-27 and SAS cells that express higher PTHLH levels exhibited a more aggressive capacity in tumorigenesis and metastasis. Thus, we used those HNSCC cell lines to perform the *in vitro* and *in vivo* models for clarifying the role of RUNX2 in regulating the transcription of PTHLH during HNSCC progression in this study. Furthermore, we found high PTHLH expression was associated with short survival time in HNSCC patients, and PTHLH promoted HNSCC growth and blood calcium level. Using ChIP-qPCR assay, we demonstrated that RUNX2 binds directly to PTHLH promoter and thereby stimulates PTHLH expression (Fig. 3E) which appears to be important for promoting tumor growth in Ca9-22 cells.

PTHLH activates the G-protein coupled receptor, PTH1R, which subsequently activates cyclic AMP induced protein kinase A (PKA) signaling and cytosolic calcium induced protein kinase C (PKC) pathway^7^. In many cancer types, such as breast, prostate, and renal cell carcinoma, PTHLH is highly expressed and plays a role in bone metastasis and osteolysis^32^,^33^,^34^. In HNSCC, PTHLH is reported to be up-regulated and contributes to cancer malignancy^35^,^36^,^37^. Interestingly, PTHLH also harbors a nuclear localization signal in its peptide sequence, and the wild type but not NLS-mutated PTHLH promotes cell cycle^38^. Based on our IHC staining results, cytosolic PTHLH is the most abundant form while nuclear PTHLH is less abundant, and autocrine/paracrine PTHLH is the dominant form in HNSCC patients. This results provide evidence that autocrine PTHLH might stimulate HNSCC cells growth. Secreted PTHLH is the dominant form in HNSCC, it is therefore easy to detect and could be a therapy niche. Mak *et al*. has used the neutralized PTHLH antibodies to prevent *in vitro* bone tumor proliferation and induced apoptosis^39^. Target to PTHLH may provide a new therapy niche for HNSCC patients.

In addition, we found PTHLH is important in regulating cell cycle progression. Cyclins such as CCNA2 and CCNE2 and M-phase inducer phosphatase 1 (CDC25A) are key genes that are stimulated by PTHLH and they contribute to bypass cell cycle check point and phase transition. CCNA2 serves as a poor prognosis marker to reduce overall survival time and disease-free survival time in HNSCC patients who have undergone surgery and postoperative radiotherapy^40^. CCNE2 is the rate limiting molecules in G1 to S transition, and dysregulation of CCNE2 has a potent role in tumorigenesis^41^. CDC25A is one of the most crucial cell cycle regulators in controlling G1/S and G2/M entry that enhance mitosis and tumor growth^42^. All these genes are key cell cycle regulators that are also up-regulated in clinical HNSCC patients. Taken together, PTHLH is the up-stream activator that governs the cell cycle progression. Therefore, therapy agents such as roxithromycin, which has inhibited RUNX2 and PTHLH expression, might prevent the HNSCC proliferation and other PTHLH induced cancer related complications.

The additives of betel nut, slaked lime, elevate the local calcium concentration and damage buccal mucosa. Furthermore, RUNX2 level is elevated under hyper calcium condition^43^, and PTHLH is regulated by CaR signaling^44^. PTHLH mediates multiple effects on osteoblast and osteoclast function and is responsive to circulating calcium concentration^45^. In cancer patient, aberrant PTHLH expression is the predominant cause of hypercalcemia as well as cancer cachexia. Over 80 percent of the cancer patients with hypercalcemia have an increased serum PTHLH concentration^46^. This result is consistent with our observation that PTHLH increases the mice blood calcium concentration. Taken together, calcium, RUNX2, and PTHLH form a positive feedback loop that may increase protein expression of RUNX2/PTHLH axis and promote the *in orthotopic* tumor growth by an autocrine/paracrine PTHLH manner. Moreover, PTHLH may promote cancer hypercalcemia and cachexia in HNSCC patients. Thus, reducing the PTHLH expression or local calcium supplement from slaked lime might prevent disease progression.

In conclusion, we demonstrated that PTHLH is overexpressed in HNSCC comparing to adjacent normal tissues, and is a poor prognosis marker of HNSCC. PTHLH expression is controlled by RUNX2 and is correlated with head and neck cancer growth. In HNSCC patients, PTHLH expression might stimulate cell cycle pathways and positively regulate key protein expression. We speculate that PTHLH could be a biomarker for HNSCC progression and may be a potential therapeutic target for head and neck cancer patients.

## Methods

### Patient and ethics statement

Paired RNAs from HNSCC tumor specimens and adjacent non-cancerous epithelia were obtained from surgeries performed between 1999 and 2010 at the National Cheng Kung University Hospital. Frozen tissues were preserved in liquid nitrogen. The American Joint Committee on Cancer (AJCC) staging system was used for tumor staging^47^. The study protocol was approved by the Institutional Human Experiment and Ethics Committee of National Health Research Institutes (HR-97-100). The independent validation HNSCC cohort in formalin-fixed, paraffin-embedded HNSCC tissue microarray data was collected from Taipei Medical University Hospital with IRB approval (TMU-IRB 99049) for further immunohistochemistry (IHC) analysis for cancer biomarker. Archived specimens were spotted onto tissue microarrays on Dako coated slides before being used for IHC staining. The histological diagnosis of oral cancer was performed according to the WHO classification and recommendations. Primary tumor size, local invasion, distal metastasis, lymph node involvement, and the final disease stage were determined according to the definition of the AJCC TNM staging system of oral cancer^47^. Conditions of the patients were followed for up to 100 months.

All study was carried out in accordance with the approved guidelines. No informed consent was required because the data were analyzed anonymously and no identifying information relating to participants were included.

### Immunohistochemical staining and interpretation

PTHLH, RUNX2 and Ki-67 IHC staining was performed using an automated immunostainer (Ventana Discovery XT autostainer, Ventana, USA). Antigens were retrieved by heat-induced antigen retrieval for 30 minutes with TRIS-EDTA buffer. Slides were stained with polyclonal rabbit PTHLH antibody (1:200; GeneTex, Taiwan), monoclonal mouse RUNX2 antibody (1:20; Santa Cruz Biotechnology, CA), and monoclonal mouse Ki-67 antibody (1:100; Dako, Denmark).

For PTHLH IHC staining interpretation, both the immunoreactivity intensity and percentage were recorded. The intensity of staining was defined as 0, no staining; 1+, weak staining; 2+, moderate staining; 3+, strong staining. The extent of staining was scored by the percentage of positive cells (0–100%). The final IHC scores (0–300) were the results of staining intensity score multiplied by the percentage of positive cells. Then, all cases were divided into two groups according to the final IHC scores. A score more than and include 150 itself was defined as high IHC expression level and a score less than 150 was defined as low expression.

### Cell culture and materials

HNSCC cells were prepared and maintained according to a standard protocol. The primary human oral keratinocytes (HOKs) were obtained from ScienCell (Carlsbad, CA) and passaged according to the manufacturer’s instructions. 293 T and Cal-27 cells were obtained from American Type Culture Collection. Ca9-22 and SAS cells were obtained from JCRB Cell Bank at 2014 and maintained in accordance with the manufacturer’s instructions. All cells were routinely checked on the morphology and growth characteristics as well as by STR analysis and mycoplasma tests. Roxithromycin (RXM) was purchased from Sigma.

### Lentiviral knockdown and cDNA expression vector and lentivirus package

Lentiviral pGIPZ non-silencing control (NS), shRUNX2 and shPTHLH knockdown clones were purchased from openbiosystem (Thermo-Fisher, Bremen, Germany). RUNX2 and PTHLH donor cDNA vectors were purchased from DNASU^48^ then *in vitro* recombined into pLenti6.2-DEST or pLenti6/capTEV™-CT-DEST vector with gateway LR clonase II kit (Invitrogen-Gibco, NY). All the vectors were confirmed with Sanger sequencing. Lentiviral vectors were transfected into the packaging cell line 293 T with the pCMVΔR8.91 and pMD.G plasmids using a calcium phosphate transfection kit (Invitrogen-Gibco, NY). The viral soups infected to the target cells for 48 hours incubation, then the infected cells were cultured in the optimal concentrations of puromycin or blasticidin (Calbiochem, La Jolla, CA), depending on the vector backbone and cell characteristics.

### cDNA Reverse transcription and real-time PCR gene amplification analysis

RNA of the patients was extracted from formalin-fixed, paraffin-embedded and amplified with cRNA amplification kit. 500 ng cRNA or total RNA from cancer cells then reverse transcribed with superscript III reverse transcriptase (Invitrogen-Gibco, NY). Patient RUNX2 expression was examined by UPL system (Roche, Switzerland) with specific primer (Table s3) and normalized with GAPDH. Other gene expression assays were detected by OmicsGreen (Omics Bio, Taipei, Taiwan).

### Gene expression microarray experiment

Ca9-22 cells were infected with empty vector or PTHLH vector then enriched with blasticidin selection. Total RNA was extracted by QIAGEN RNeasy mini kit. The PTHLH stimulated genes in HNSCC were performed by Affymetrix U133 microarray assays and upload into GEO database (GSE81471).

### Western blot and Enzyme-linked immunosorbent assay of PTHLH expression

Western blot analyses were performed with BioRad mini-protein 3 SDS-PAGE system and data acquired from Fujifilm X-ray films or LAS-3000 Imaging System. PTHLH ELISA was purchased from Cloud-Clone Crop. (Houston, TX). For the ELISA assays, a stable HNSCC cells were seeded into a 6-cm dish. After the cells reach to 80% confluence, the serum-free medium were changed and incubated for 24 hours. Cell debris was removed from the condition medium then stored at −80 °C. The entire condition medium was measured within one month and following the instruction manual.

### Chromatin immunoprecipitation quantitative PCR (ChIP-Q-PCR) and immunoprecipitation assay

ChIP was performed using both the EZ-Zyme chromatin prep kit (Millpore) and ab500 ChIP kt (Abcam) with 10 μg primary RUNX2 antibodies (sc-10758X, Santa cruz) and rabbit IgG controls (Millpore) with 1 mg Ca9-22 EV and Ca9-22-RUNX2 cell lysates. The specific gene and amplicon expression was detected with OmicsGreen. The immunoprecipitation assay was performed by the same condition as stated in ChIP assay. The whole cell lysates derived from Ca9-22 cells were incubated with 10 μg of IgG control or RUNX2 primary antibodies followed by the precipitation with 20 μl of PureProteome™ Protein A/G Mix Magnetic Beads then blot with Gli2 antibodies (1:1000, Cell Signaling). Antibodies and primers were listed in Table s5.

### Incucyte Cell Proliferation assay and transwell co-culture system

For the cell proliferation assays, a stable mixture of OSCC cells (1 × 10^4^ cells) were seeded into a 24-well plate with 0.5 ml of culture medium, and the cells were allowed to attach for at least 2 hours. After the cells had attached, cellular confluence was recorded using the IncuCyte™ Kinetic Live Cell Imaging System (Essen BioScience, Ann Arbor, MI) every 6 hours. PTHLH condition medium was prepared as ELISA samples and recombinant PTHLH was purchased from PeproTech (Rocky Hill, NJ). The transwell co-culture assays were performed with Millicell^®^ cell culture inserts (Merck-Millipore) and depleted the PTHLH with the nickel-NTA agaroses (QIAGEN). Briefly, the 5 × 10^4^ stable cell expressed c-terminal his-tag fusion PTHLH or empty vector were seeded in the upper insert and 1 × 10^4^ parent Ca9-22 cells were seed in the lower wells and assayed cell proliferation by IncuCyte system.

### Animal studies

Non-obese diabetic severe combined immunodeficiency (Nod-SCID) mice are severe immunodeficiency genetic disorder mice and have impaired adaptive immunity development that are excellent recipient mouse model for engraftment human cancer cells^49^. Thus, we decided to use Nod-SCID mice for the *in vivo* animal studies. All animal experiments were performed in strict accordance with the guidelines of the Care and Use of Laboratory Animals. The animal protocol was approved by the Institutional Animal Care and Use Committee of the Genomic Research Center, Academia Sinica (Protocol No: AS-IACUC-15-06-833). Male Nod-SCID mice at the age of 5–6 weeks were bred in the Genomic Research Center. The animals were housed in a climate-controlled room with 12:12 dark-light cycle, and constant temperature and humidity, and food and water provided *ad libitum*. All efforts were made to minimize pain suffering. For the tumor burden assay, 5 × 10^6^ stable OSCC subline cells were resuspended in sterile phosphate-buffered saline (PBS) then injected subcutaneously (SC) into the right flank of the mice. Each group consists of 5 animals. The tumor burden was measured with the following formula: tumor volume (V) = 0.5 × L × W^2^. The mice were sacrificed and the tumors were weighed and photographed. The mice blood calcium levels were measured by Biovision Calcium Colorimetric Assay Kit.

### Statistical analysis

Paired t-tests were performed to compare the RUNX2 and PTHLH IHC expression levels, and RUNX2 mRNA level in cancer tissues and the corresponding adjacent normal tissues. The survival rate of HNSCC patients was calculated by the Kaplan-Meier method and compared by using log-rank test. Patient follow-up times were censored until 100 months. The Western blotting results were quantified by Image J and presented the mean (±SD) from three independent experiments. Bar graphs also present the mean (±SEM) from three independent experiments and statistical analyses were performed using Statistical Package for the Social Sciences version 20 (SPSS 20.0 Chicago, IL). Unless otherwise stated, statistical differences between means were determined using ANOVA test or Student t-test. *p* value < 0.05 was considered significant for all of our analyses.

## Additional Information

**How to cite this article**: Chang, W.-M. *et al*. Parathyroid Hormone-Like Hormone is a Poor Prognosis Marker of Head and Neck Cancer and Promotes Cell Growth via RUNX2 Regulation. *Sci. Rep.* **7**, 41131; doi: 10.1038/srep41131 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures and Tables

## Figures and Tables

**Figure 1:**
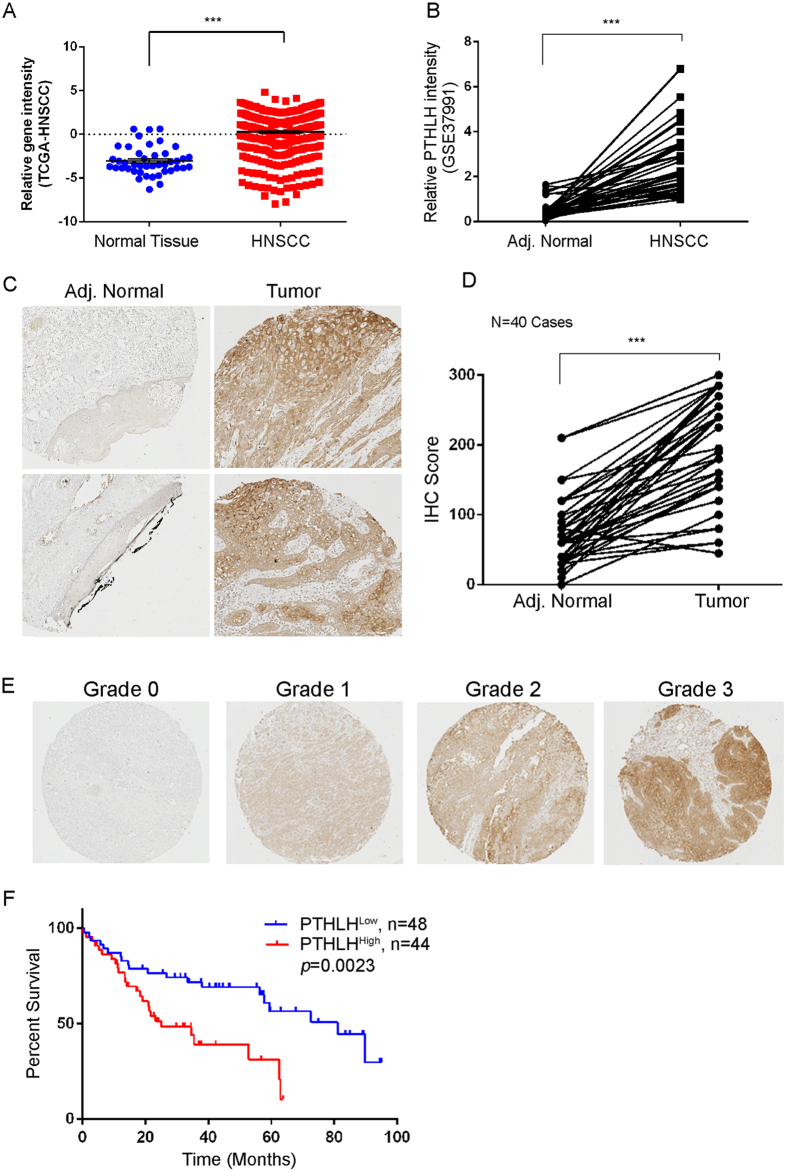
PTHLH is a poor prognostic marker in HNSCC. (**A** and **B**) Clinical RNA expression profile of PTHLH in TCGA (**A**) and Taiwanese HNSCC cohort (**B**, GSE37991). (**C**) Representative images from IHC staining of PTHLH protein levels in matched primary head and neck tumors and adjacent normal tissues. (**D**) Quantification of cytoplasmic IHC expression of PTHLH in primary head and neck tumors in comparison with paired adjacent normal tissues. The scores are calculated as staining intensity multiplied by percentage of stained cells. ***p < 0.001. (**E**) Scores indicating PTHLH levels in representative head and neck tumor tissues. (**F**) Kaplan–Meier plots of overall survival of 92 patients. The differences between groups were tested using log rank tests.

**Figure 2:**
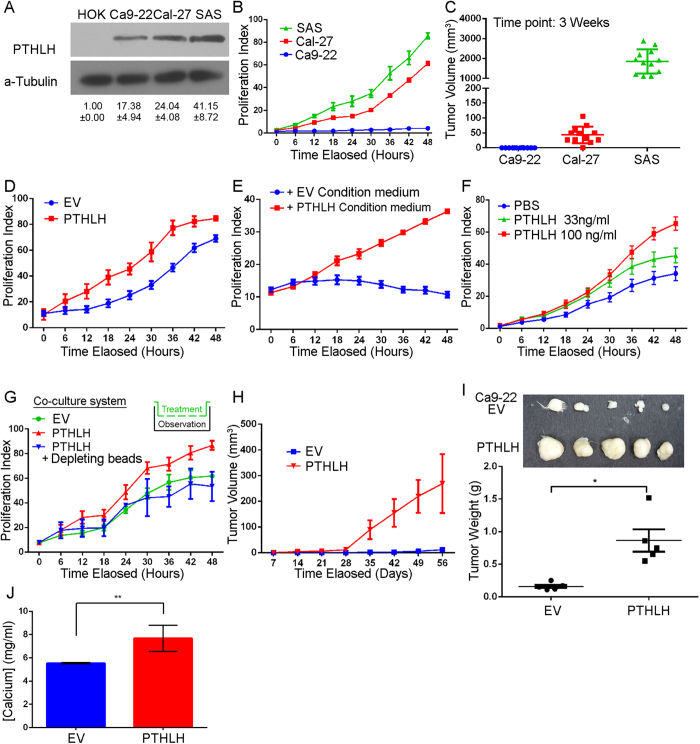
Autocrine PTHLH controls HNSCC cell growth. (**A**) PTHLH expression among primary oral keratinocyte (HOK) and HNSCC cell lines was analyzed by Western blotting. PTHLH bands were cropped from Supplementary Figure s5A at 17 kDa region and internal control, a-Tubulin were cropped from 55 kDa marker. (**B** and **C**) The *in vitro* proliferation (**B**) and *in vivo* tumor growth (**C**) abilities in HNSCC cells. (**D**) Cellular proliferation abilities of Ca9-22 cells without (empty vector, EV) or with PTHLH overexpression. (**E** and **F**) Cellular proliferation abilities of Ca9-22 cells treatment with condition medium of parental Ca9-22 or PTHLH overexpression cells (**E**) and recombinant PTHLH protein (**F**). (**G**) Cellular proliferation abilities of Ca9-22 cells that were co-cultured with c-terminal histag-PTHLH overexpression cells or were combined with nickel depleting beads. (**H**) The *in vivo* tumor growth abilities of Ca9-22 cells without (EV) or with PTHLH overexpression in Nod-SCID mice (n = 5). (**I**) Upper figure is the paired tumor image and lower panel is the tumor weight of (**H**). (**J**) The blood calcium level of (**H**). *p < 0.05, **p < 0.001. In (**B**,**D**,**E**,**F**,**G** and **J**) data from three independent experiments were presented as mean ± SEM. The statistical significance was analyzed by ANOVA test.

**Figure 3:**
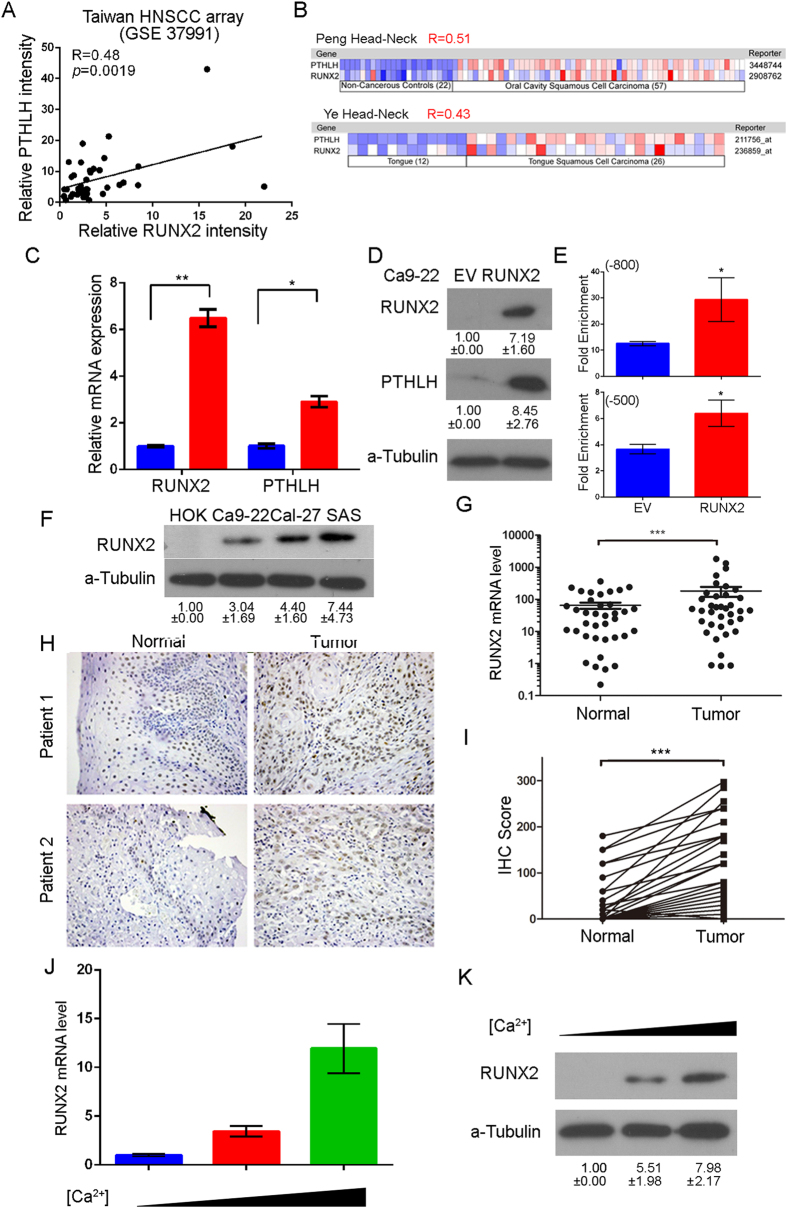
RUNX2 regulates PTHLH expression and RUNX2 is overexpressed in HNSCC tumor. (**A**) The mRNA expression correlation between RUNX2 and PTHLH in Taiwanese HNSCC microarray database (GSE37991) (**B**) The mRNA expression correlation between RUNX2 and PTHLH in HNSCC from the Oncomine™ database. The Pearson’s Correlation test was used to evaluate the statistical significance of correlation between RUNX2 and PTHLH expression. (**C** and **D**) PTHLH mRNA (**C**), cellular protein (**D**) expression after the enforced expression of ectopic RUNX2 in Ca9-22 cells. The RUNX2 band was cropped from Supplementary Figure 5B at 55 kDa region. (**E**) RUNX2 ChIP-qPCR results on −800 bp and −500 bp RUNX2 binding regions of PTHLH promoter in Ca9-22 cells after enforced expression of ectopic RUNX2. (**F**) RUNX2 expression among HOK and HNSCC cell lines was analyzed by Western blotting (Supplementary Figure 5C). (**G**) RUNX2 mRNA levels in in 45 paired adjacent normal tissues and tumor tissues from HNSCC patients. RUNX2 protein levels in 40 paired adjacent normal tissues and tumor tissues from HNSCC patients. (**H**) Representative images from IHC staining of RUNX2 from paired HNSCC tissues. (**I**) The quantification of IHC results of RUNX2 IHC. (**J** and **K**) The RUNX2 mRNA (**J**) and protein (**K**, Supplementary Figure 5D) expression after exposure to different concentration calcium cation (1.8, 2.4, and 3.0 mM). In (**C**,**E**,**G**,**I** and **J**) data from three independent experiments were presented as mean ± SEM. The statistical significance was analyzed by Student t-test. (*p < 0.05; **p < 0.01; ***p < 0.001).

**Figure 4:**
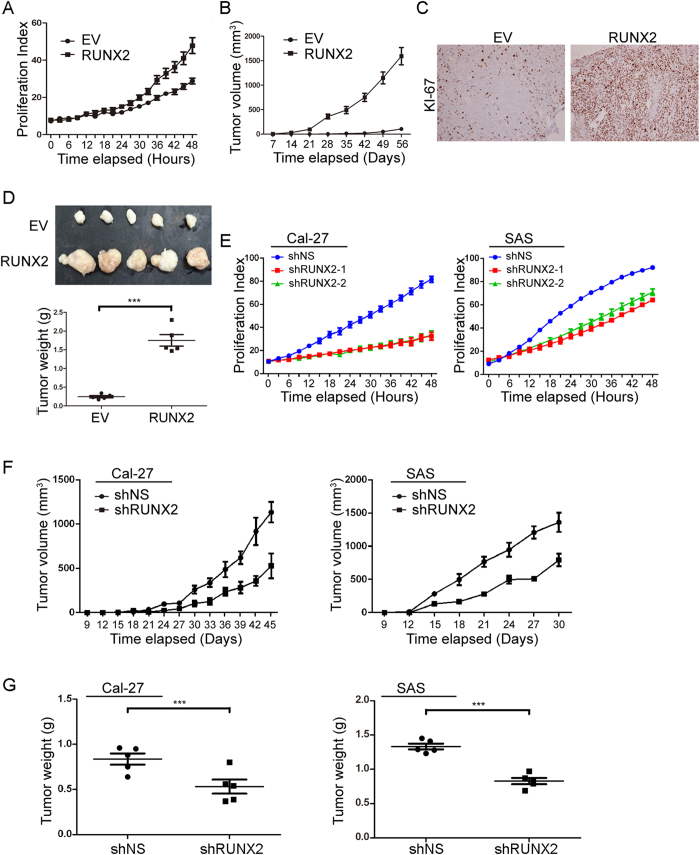
RUNX2 controls HNSCC cell growth. (**A** and **B**) The *in vitro* proliferation (**A**) and *in vivo* tumor growth (**B**) abilities in of Ca9-22 cells without (EV) or with RUNX2 overexpression. (**C** and **D**) The KI-67 staining result (**C**) and tumor image and weight (**D**) of figure (**B**). (**E** and **F**) The *in vitro* proliferation (**E**) and *in vivo* tumor growth (**F**) abilities of Cal-27 and SAS cells stably infected with non-silencing (NS) or 2 independent RUNX2 shRNA clones. (**G**) Tumor weight result of (**F**). In (**A**,**B**,**D**,**E,F** and **G**) data from three independent experiments were presented as mean ± SEM. The statistical significance was analyzed by Student t-test or ANOVA test. ***p < 0.001.

**Figure 5:**
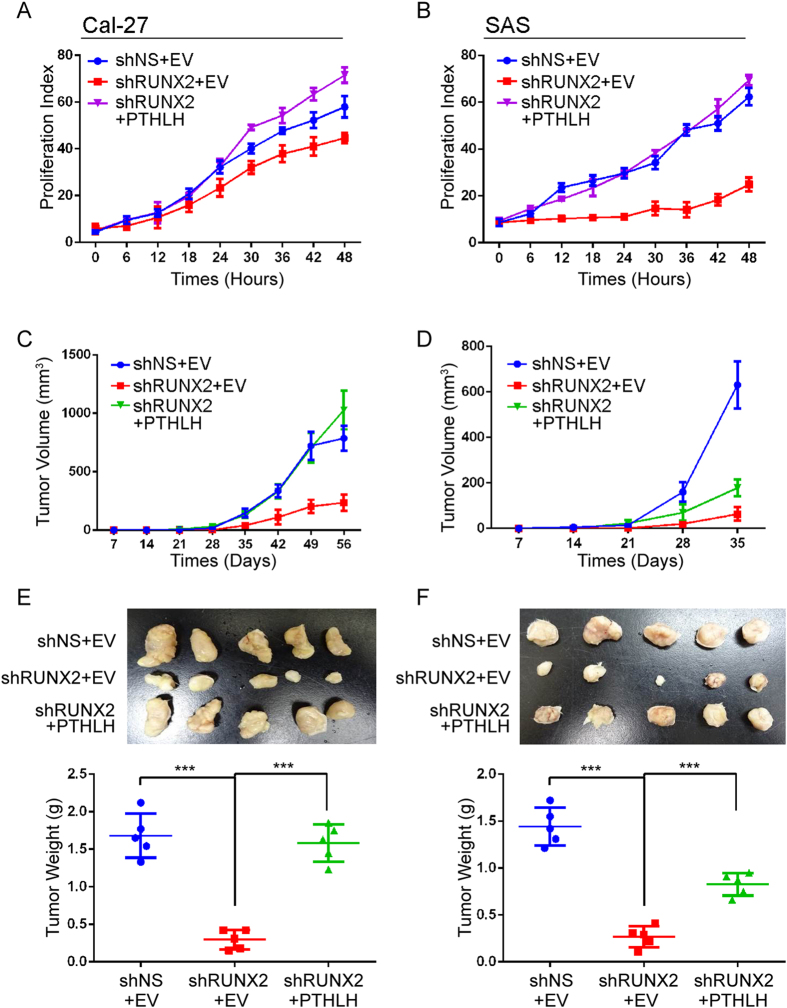
RUNX2 regulates PTHLH to promote HNSCC tumor growth. (**A** and **B**) *In vitro* proliferation assay for the RUNX2-PTHLH axis. The restoration of PTHLH was performed in RUNX2-silencing Cal-27 (**A**) and SAS (**B**) cells. (**C** and **D**) *In vivo* tumor growth assay of Cal-27 (**C**) and SAS (**D**) from (**A** and **B**, n = 5). (**E** and **F**) The tumor images and tumor weights from (**C** and **D**) respectively. The statistical significance was analyzed by Student t-test or ANOVA test. ***p < 0.001.

**Figure 6:**
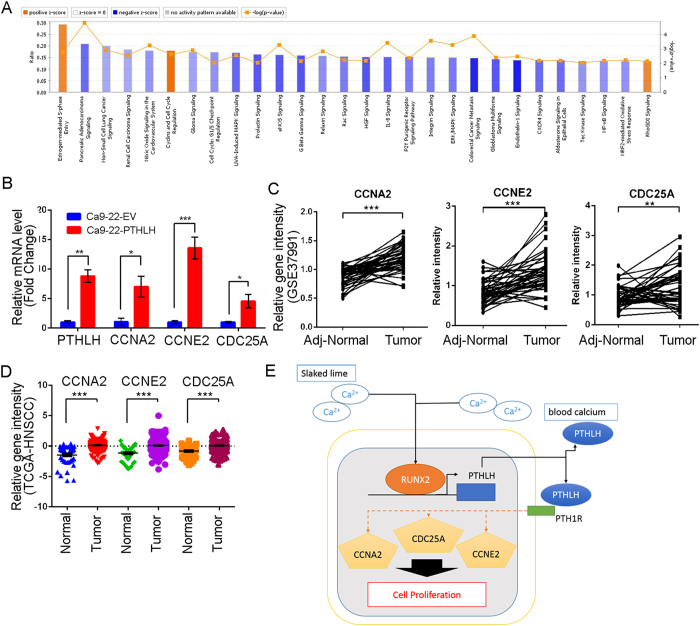
PTHLH stimulates cell cycle regulators, leading to overexpression, in HNSCC cells and patients. (**A**) The most statistically significant pathways associated with PTHLH overexpression in Ca9-22 cells. Orange is activation pathways and blue is suppression. (**B**) mRNA expression after the enforced expression of ectopic PTHLH in Ca9-22 cells. (**C** and **D**) Clinical RNA expression profile of PTHLH stimulation cyclins and cell cycle regulation genes in Taiwanese HNSCC cohort (**C**, GSE37991) and TCGA cohort (**D**). (**E**) Hypothetical model of RUNX2-PTHLH positive loop in HNSCC tumor growth. In (**B**) data from three independent experiments were presented as mean ± SEM. The statistical significance was analyzed by Student t-test. (*p < 0.05; **p < 0.01; ***p < 0.001).

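Most pathways in the IPA output were marked as suppressed. More of their molecules were lower than higher on the PTHLH array. The same held for all genes, with 696 lower and 390 higher, so a majority of lower molecules alone does not set the pathways apart. In the suppressed pathways named in this paragraph the excess was larger, such as 18 lower and 4 higher in Colorectal Cancer Metastasis Signaling. It was absent in others, such as Non-Small Cell Lung Cancer Signaling with 4 lower and 4 higher. The pathways share molecules, so their counts are not independent. Of 102 pathways read from Supplementary Table s1, the paper gives a positive z score for 10 and a negative one for 92. In Colorectal Cancer Metastasis Signaling, 4 of 32 measured molecules were at least 1.5-fold higher and 18 were at least 1.5-fold lower, among them the AP-1 subunit JUN (from 650 to 252, a log2 difference of -1.37), the prostaglandin synthase PTGS2 (-1.09), the angiogenic factor VEGFA (478 to 270, -0.82) and the gelatinase MMP9 (-0.61). The higher ones included CCND1 and the TGF-beta receptor TGFBR2 (97.0 to 162, 1.67-fold). The other probe sets of JUN lay between -1.56 and -0.42, and those of VEGFA between -0.47 and -0.20. A dim one of PTGS2 had -0.24 and a dim one of TGFBR2 had 0.10. In Integrin Signaling, 3 of 27 were higher and 12 were lower, including smooth muscle actin ACTA2 (169 to 74.3, -1.19). The other probe sets of ACTA2, both dim, had 0.20 and 0.07. The laminin receptor subunit ITGA6 had a log2 difference of 0.44, and 0.77 by its other probe set, which lay above both medians. In ERK/MAPK Signaling, 3 of 26 were higher, including the coactivator CREBBP (392 to 641, 1.64-fold), and 15 were lower, including the kinase PRKCA (241 to 127, -0.92) and the epithelial transcription factor ELF3 (753 to 405, -0.90). For these 3 genes only the brightest probe set was 1.5-fold changed. The others lay between 0.08 and 0.47 for CREBBP, -0.39 and 0.08 for PRKCA, and -0.28 and -0.20 for ELF3. In Acute Phase Response Signaling, 3 of 20 were higher and 11 were lower, with IL1B from 525 to 151 and the heme oxygenase HMOX1 from 147 to 90.8.

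RhoGDI Signaling has a positive z score in the paper, and 1 of its 20 measured molecules was higher and 7 were lower (6 and 14 by the probe set with the largest change). Most other pathways with a positive z score also had more lower molecules by the brightest probe set, such as PPAR Signaling (2 higher, 6 lower). Only Cyclins and Cell Cycle Regulation and Estrogen-mediated S-phase Entry had more higher ones by that probe set. By the probe set with the largest change, Role of BRCA1 in DNA Damage Response (6 higher, 4 lower) and B Cell Activating Factor Signaling (3 higher, 2 lower) did too. IPA sets each gene's direction against the direction it expects, so a positive z score does not need most molecules to be higher. Cell Cycle: G1/S Checkpoint Regulation has a negative z score in the paper, and 4 of its 8 measured molecules were higher and 2 were lower. Aldosterone Signaling in Epithelial Cells (8 higher, 7 lower) and VDR/RXR Activation (3 higher, 2 lower), also with negative z scores, went the same way by the brightest probe set. By the probe set with the largest change, VDR/RXR Activation turned to 4 higher and 5 lower. G1/S Checkpoint Regulation (5 higher, 3 lower) and Aldosterone Signaling (11 higher, 9 lower) did not turn.

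Over all pathways the table held 268 different symbols, of which 246 were measured here. By the brightest probe set, 151 of these (61.4%) were at least 1.5-fold changed, 55 higher and 96 lower, against 5.49% of all genes. By the probe set with the largest change, 241 (98.0%) were, 99 higher and 142 lower, against 8.46% of all genes. The study picked these molecules on the same 2 arrays, so both shares describe how its signature was read from them. Higher and lower molecules were split much as in all genes, of which 390 were higher and 696 lower by the brightest probe set. By the largest change, 689 of all genes were higher and 984 lower.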

# Supplementary material for: Parathyroid Hormone-Like Hormone is a Poor Prognosis Marker of Head and Neck Cancer and Promotes Cell Growth via RUNX2 Regulation
**Source:** Sci Rep. 2017 Jan 25;7:41131. doi: 10.1038/srep41131
**Supplement:** Supplementary Figures and Tables

## **PTHLH is a Poor Prognosis Marker of HNSCC and Promoting Cell Growth and is Regulated by RUNX2**

Wei-Min Chang, Yuan-Feng Lin, Chia-Yi Su, Hsuan-Yu Peng, Yu-Chan Chang,

Jenn-Ren Hsiao, Chi-Long Chen, Jang-Yang Chang, Yi-Shing Shieh, Michael Hsiao,

Shine-Gwo-Shiah

### **Supplementary Figure Legends**

**Supplementary Figure 1.** PTHLH is up-regulated in HNSCC from Oncomine™ database. The different datasets reveal that PTHLH is up-regulated in clinical HNSCC tumors comparing to normal control tissues.

**Supplementary Figure 2.** RUNX2 promoted PTHLH secretion.

**Supplementary Figure 3.** RUNX2 was not interacting with Gli2 in Ca9-22-RUNX2 Cells

**Supplementary Figure 4.** Roxithromycin (RXM) treatment inhibited the Cal-27 and SAS cell growth.

**Supplementary Figure 5.** Full length Western blot images.

Figure s1

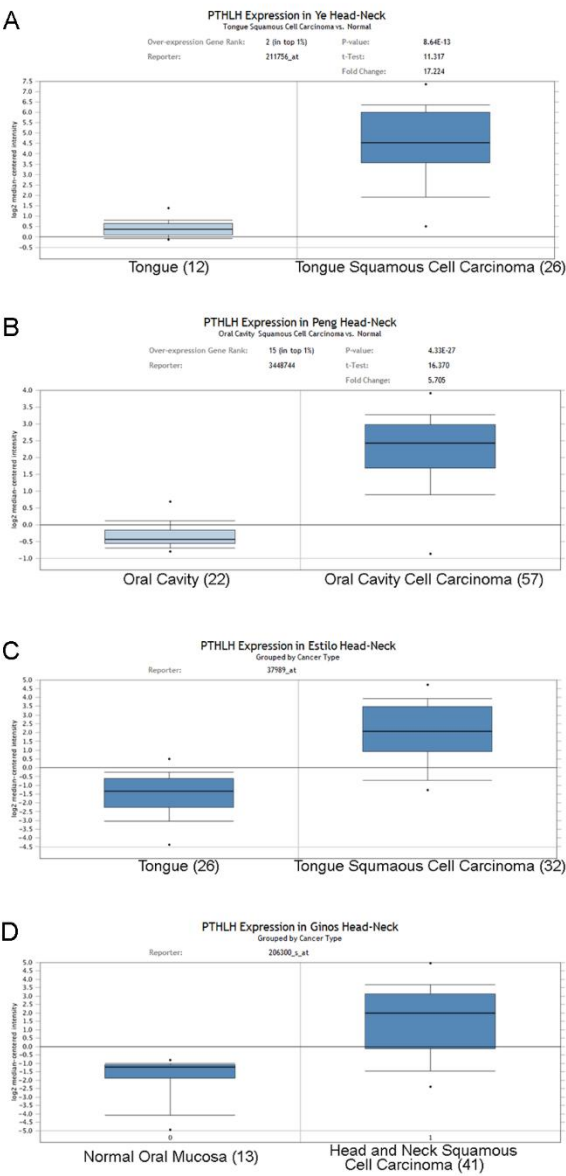

Figure s2

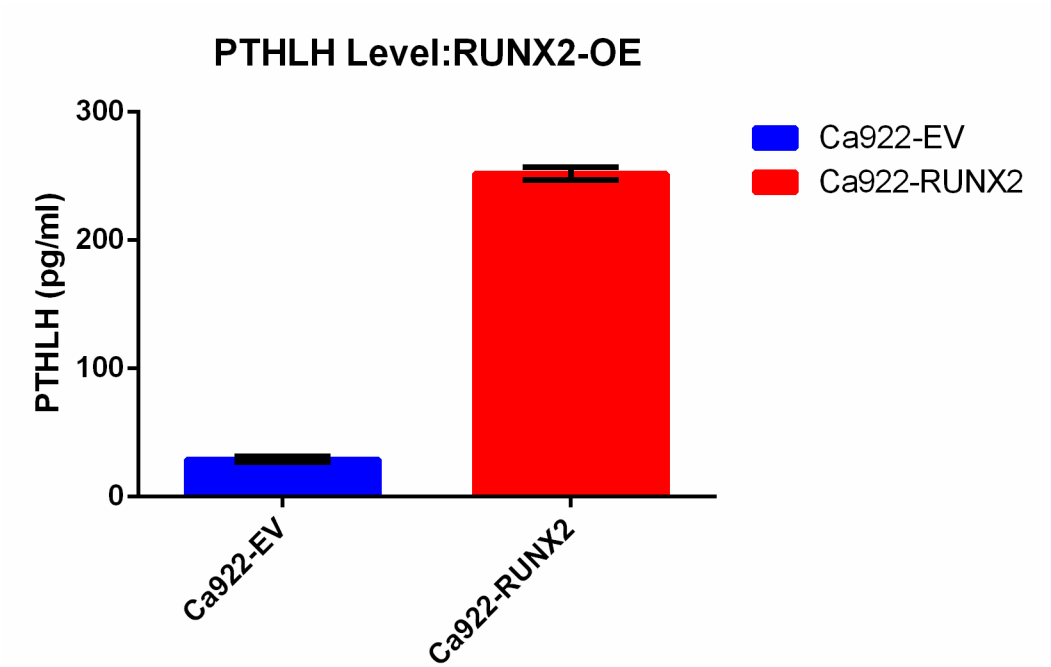

**Figure s3**

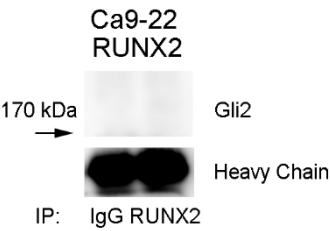

Figure s4

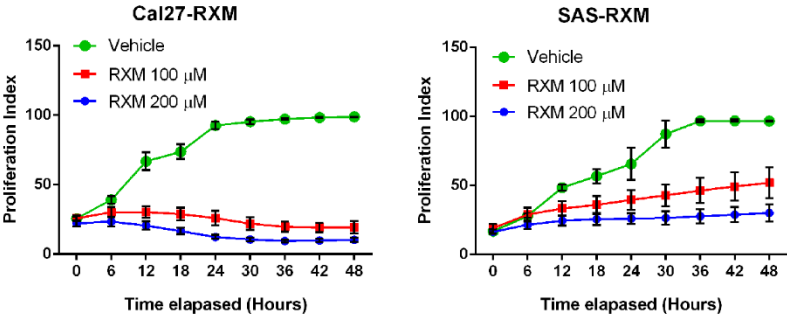

Figure s5

A (Figure 2A)

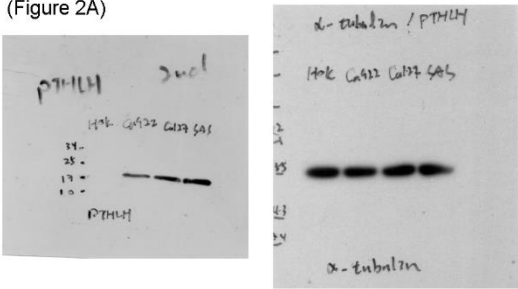

B (Figure 3D)

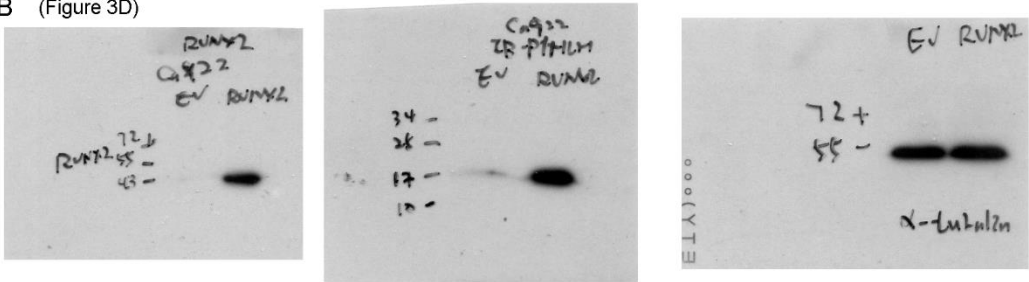

C (Figure 3F)

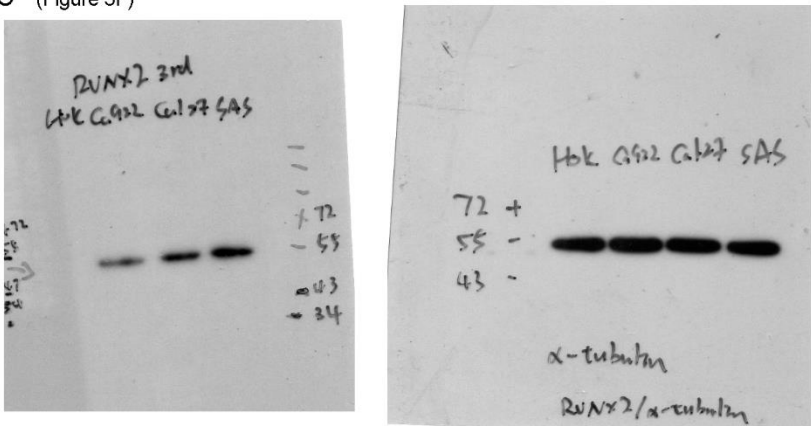

D (Figure 3K)

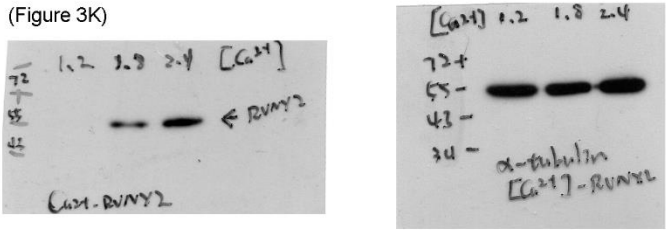

**Supplementary table s1: IPA Ingenuity Canonical Pathways analysis results of PTHLH over-expression Ca9-22 cells**

**Supplementary table s2: Ingenuity pathway analysis revealed the difference between Cal-27 and SAS cells**

**Supplementary table s3: Up-regulation genes of Ca<sup>2+</sup> pathway genes in Cal-27 cells**

**Supplementary table s4: Critical molecules of Cyclins and Cell Cycle Regulation Pathway that are enriched by IPA and expression pattern in GSE37991 HNSCC cohort**

**Supplementary table s5: Antibodies and primer list**

**Supplementary table s1: IPA Ingenuity Canonical Pathways analysis results of PTHLH over-expression Ca9-22 cells**

**Supplementary table s2: Ingenuity pathway analysis revealed the difference between Cal-27 and SAS cells**

**Cal-27**

**chemical - endogenous mammalian**

**SAS**

**chemical - endogenous mammalian**

**Supplementary table s3: Up-regulation genes of Ca<sup>2+</sup> pathway genes  
in Cal-27 cells**

---

AHR,APEX1,ATF3,CDK2,CDK4,CREM,DUOX1,E2F3,EGFR,FABP4,FLG2,FOS,ITGA6,  
JUN,JUNB,KLF4,KRT1,KRT10,MGP,PTH,S100A7,S100A8,S100A9,SBSN,SPRR2A,TGM1

---

**Supplementary table s4: Critical molecules of Cyclins and Cell Cycle Regulation Pathway that are enriched by IPA and expression pattern in GSE37991 HNSCC cohort**

### Supplementary table s5: Antibodies and primer list

How the deposited data were processed for this re-analysis (not part of the article)

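Total RNA of Ca9-22 cells with an empty vector and of Ca9-22 cells with a PTHLH vector was measured on 1 Affymetrix U133 array each. The deposited values are intensities on a linear scale, 1 per probe set, which the authors made from the scanned arrays. The scanner software, background correction, normalization between arrays and summary over probes are not given in the sources used here. The values of both arrays had nearly equal quartiles (7.70 and 77.9 with the empty vector, 7.74 and 76.3 with PTHLH). On 3367 of 54675 probe sets (6.16%) the 2 arrays held an identical value. The 9 hybridisation spike-in probe sets had a median log2 difference of -0.14. The samples were mapped to conditions by their titles and characteristics and by the paper's methods. The description field of the labels, which names another cell line and gene, was not followed.

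Intensities were turned to log2 values and the empty vector array was subtracted from the PTHLH array. Probe sets were named through a table of platform annotation, with symbols updated through gene identifiers of assembly GRCh38.p14, from which no coordinates were used. Only the 41097 probe sets with 1 symbol entered gene counts. The 1801 with several symbols and the 11777 unnamed here were left out, so some genes, PTHLH among them, are not analysed here. A gene was represented by the probe set with the highest mean log2 value. A change of at least 1.5-fold, the study's own threshold, was counted in each direction. No test was run, because 1 array per condition leaves no spread between cultures, and the number of arrays limits the precision. The SD of one log2 difference, from the 2 brightest probe sets of a gene, was 0.23 over all 10523 genes with at least 2 probe sets and 0.18 over 2711 genes with a mean log2 level of at least 8. It covers differences between probes, not between cultures.

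Before the data were examined, 29 gene lists were fixed, 3 from Supplementary Table s1 and 26 from textbook knowledge, and list members were matched by current symbol, or by an older symbol where the listed one is no current symbol. For each list the median log2 difference was given with its percentile among 10000 random lists of the same size, matched on 20 bins of mean level with a fixed seed, as a description of these 2 arrays. The result of 1 list is not reported here. The method was tested on simulated data. On simulated arrays with an SD of 0.3 for one log2 difference, lists of 40 genes with a planted shift of 0.5 lay above the central 95% of random lists in 20 of 20 runs, and unchanged lists lay outside the central 95% in 1 of 20 runs, over 19775 genes. The unchanged lists had no shift in common, so this rate does not carry over to lists of genes that vary together. On the 2 arrays, ribosomal protein genes (percentile 1.71) and genes of cholesterol and fatty acid synthesis (1.06) also lay outside the central 95%. Others, such as housekeeping genes (70.0), lay inside it. Histone genes and targets of the aryl hydrocarbon receptor were chosen after values had been seen. FOS, JUNB, FOSB, NR4A1 and DUSP1, named as members of both the cAMP/CREB and the immediate early lists, were not picked by rule. Neither were the control genes GAPDH and ACTB. The other genes named in the text were fixed by rule before the data were examined. They were the genes of Supplementary Table s4 and other genes that the paper or the labels name, the 12 genes with the largest log2 difference in each direction among those above the array median on both arrays (probe sets marked as cross-hybridising, with the suffix x, left out), and the 3 members of each list with the largest absolute difference above the array median on at least 1 array. The values in Supplementary Table s4 had been seen by then.

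The alternatives fixed in advance were quantile normalization of the 2 arrays, centring on the median of the brighter probe sets, the median or the largest change over a gene's probe sets in place of the brightest, leaving out dim probe sets, a floor at percentile 40 of each array, leaving out probe sets with the suffix x or s, which can bind several transcripts, and a 2-fold threshold. A list of histone genes was added after seeing the data. Pathways and their molecules were read from the text of Supplementary Table s1, in which 5 of 268 symbols are no current or older gene symbol. The IPA scores and p-values were not recomputed. The analysis used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.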

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

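The tests of explanations in this part were chosen after the values had been seen, while the matched random lists and probe set settings they use had been fixed in advance. The rule that picks the genes below, and the rule that leaves cross-hybridisation open for the immediate early and histone genes, were also set after the values had been seen. Among the genes with the largest differences, those that no table of the supplement lists, that at least 2 of their own probe sets bear out at 1.5-fold and that no probe set opposes at 1.5-fold are given here, because the paper does not discuss them. ENPP2 had a log2 difference of -2.06 and its second probe set one of -1.89. ASMTL had -1.77, with its 3 probe sets between -1.77 and -1.45. IL21R had -1.70, with 3 probe sets between -1.70 and -1.08. KCTD12 had 1.77 and its second probe set 1.38. PHF19 had 1.35, with 3 probe sets between 1.35 and 1.67. SFPQ had 1.23, but its 5 probe sets ranged from -0.40 to 1.23.

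The 77 genes of the DNA replication and mitosis lists had a median log2 difference of 0.48 on the PTHLH array. Array-wide scaling or a trend with brightness would move genes of one level alike and is argued against, since the median lay 0.47 above that of random lists matched on level, beyond their central 95% (-0.06 to 0.09). Cross-hybridising probe sets are argued against by the median of 0.42 over the 59 genes left without them. What stays open is another difference between the 2 cultures, such as density or growth phase at harvest, which with 1 culture per condition cannot be told apart from an effect of PTHLH. That PTHLH itself raised these genes remains a hypothesis of this kind.

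The 24 immediate early and AP-1 genes had a median of -0.32, led by JUN (-1.37), ATF3 (-1.21, with another of its 3 probe sets at 0.0145) and IER3 (-1.08). It differed by -0.33 from the median of random lists matched on level, beyond their central 95% (-0.12 to 0.13), which argues against array-wide scaling or a trend with brightness. Without cross-hybridising probe sets the median was -0.0803, inside the central 95%, but only 17 of the genes were left and the same 17 had a median of -0.13 with their brightest probe sets, also inside it, so cross-hybridisation stays open. Another difference between the 2 cultures, above all in how they were handled before lysis, to which these genes respond within minutes, also stays open with 1 culture per condition.

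Of 45 histone genes, a list chosen after the data had been seen, 32 had a log2 difference below 0 and 8 above 0, 7 were at least 1.5-fold lower and none was higher, with a median of -0.17. They ran from H1-2 (3281 to 1196, -1.46) and H2AC8 (278 to 120, -1.21) through little changed ones such as H2BC12 (0.09) to H1-6 (0.39). Random lists matched on level had a median of 0 and a central 95% of -0.09 to 0.09, so the median differed from theirs by -0.17, which argues against array-wide scaling or a trend with brightness. Over the settings the histone median ran from -0.31 (the 27 genes left without dim probe sets) to -0.05 (a floor under dim values). The floor left its random lists no spread, with both limits at -0.0029, so the percentile of 0 there decides nothing. Without cross-hybridising probe sets the median was -0.0863 over the 36 genes left, just inside the central 95%, and the same 36 genes gave that median with their brightest probe sets, so cross-hybridisation stays open. The SD over the 27 brighter histone genes was 0.43, against a spread of 0.20 between probe sets of one gene. It pools H1, H2A, H2B, H3 and H4 genes, which could differ even if each family shared one signal. One signal shared by near-identical histone genes therefore stays open. Brighter H2A genes ran from -1.21 (H2AC8) to 0 (H2AC15), and brighter H2B genes from -0.71 (H2BC5) to 0.09 (H2BC12). Another difference between the 2 cultures, with 1 per condition, and a change in the share of histone transcripts with a poly(A) tail stay open, the latter untested.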

How the results depend on the processing

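No result has a test, so a value counts here as moved when it shifts by more than the spread between probe sets (0.20, single genes) or the SD of matched random lists (list medians), and a count when it changes by over 1.5 times. Settings for genes other than CCNA2, CCNE2 and CDC25A, and for lists other than the 4 cell cycle lists, were chosen after seeing the data. Centring subtracted a median of 0, so it could move nothing and is no check. Leaving out dim probe sets takes out dim genes and leaves the values of brighter ones as they were. Quantile normalization and leaving out dim probe sets moved no count and none of the 4 cell cycle medians. Of the 105 named genes, none with a value under these settings moved by more than the spread. Dim genes such as PTH1R and RAB3C had no value without dim probe sets. With the median over probe sets, 248 genes were higher and 444 lower, 84 molecules of Supplementary Table s1 were changed, CCNE2 had a log2 difference of 0.53, the Cyclins and Cell Cycle Regulation median was 0.47 and ACTA2 turned to 0.0697. With the largest change of probe sets, 689 genes were higher, 241 molecules of Supplementary Table s1 were changed, the G2/M and mitosis median was 0.47 and PCDH7 turned to -1.32. Without the x and s probe sets the G2/M and mitosis median was 0.34, SFPQ turned to -0.40, ATF3 to 0.0145 and SPRR1A to -0.31, each then read from another probe set of the gene. At 2-fold, 36 genes were higher and 145 lower. As log2 values, the values of Supplementary Table s4 matched 0 of 7 genes, and as signed linear folds 6. Of 712 values of single genes under the 7 alternatives, 650 moved less than the spread, 57 moved more and 5, counted only for genes at least 1.5-fold changed, turned. Those that moved or turned came from the median over probe sets (37), leaving out x and s probe sets (14), the largest change (10) and the floor (1). The total of 712 includes centring, which could move none. Values within 1.5-fold changed sign 10 times, among them HDAC8 (-0.15 without x and s probe sets). Of 71 named genes at least 1.5-fold changed, 21 were no longer so with the median over probe sets, 8 without x and s probe sets (IL1A at -0.44, JUN at -0.42 and ELF3 at -0.28 among them), 2 with quantile normalization and 1 with the largest change. Of 210 list medians, centring again included, 169 moved less than the SD of random lists, 41 more and none turned. The median of DNA replication and S phase lay between 0.47 and 0.51 and that of Estrogen-mediated S-phase Entry between 0.55 and 0.69. Where results moved, the cause was not tested beyond the change of probe set that the setting makes. PTHLH has no probe set named here, so its alternatives were not run, and genes read only from s probe sets, such as CDKN1A, have no value without them. No paired analysis was possible because each condition has 1 array.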

Differences from the paper's values

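The column for the PTHLH array in Supplementary Table s4 is headed as log2, but for 6 of its 7 genes the value equals, to 3 decimals, the signed linear fold of the gene's probe set with the largest change, and for none of them the log2 difference. On that scale the paper's values are 1.873 for CCNA2, 1.582 for CCND1, 1.818 for CCNE2, 1.616 for CDC25A, -1.541 for CDKN1A and -1.617 for E2F5, and the brightest probe sets gave 1.63, 1.54, 1.82, 1.62, -1.54 and -1.62. The corresponding log2 differences were 0.71, 0.62, 0.86, 0.69, -0.62 and -0.69. TFDP1 differed, with 1.916 as the paper's value and 1.55 here (a log2 difference of 0.64). The probe sets named here for TFDP1 gave 1.47, 1.55 and 1.09, and none of the alternatives fixed in advance brought the value to the paper's. For the other genes, the gap to the paper's value passed the probe set spread for CCNA2 with quantile normalization (1.60, little different from 1.63) and for CCNE2 (1.44) and E2F5 (-1.26) with the median over probe sets. Of all probe sets on the arrays, 1, which is unnamed here, has the paper's value for TFDP1 to 3 decimals.

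The mRNA folds of Fig. 6B come from RT-qPCR, not from the arrays. CCNA2 was about 7 in Fig. 6B, read by eye, and 1.63 on the arrays. CCNE2 was about 14 in Fig. 6B and 1.82 on the arrays. CDC25A was about 4.5 in Fig. 6B and 1.62 on the arrays. All 3 genes were higher with PTHLH in both, and none of the alternatives brought an array fold within 1.5 times of the figure's value.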

Other observations

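The stress and signalling groups of this paragraph, all listed in advance, differed in direction. Among them, 2, the inflammatory and the hypoxia genes, had medians inside the central 95% of random lists. The median of the ER stress genes, given further below, also lay inside it. Of 24 immediate early and AP-1 genes none was at least 1.5-fold higher and 6 were lower. Of 26 inflammatory cytokines and NF-kB targets, 1 was higher and 3 were lower, IL1B, IL1A and PTGS2, with a median of -0.09 (percentile 6.73 of random lists). Of 35 interferon response genes, 1 was higher and 6 were lower, led by IRF7 (from 408 to 199, -1.04), the immunoproteasome subunit PSMB9 (-0.82) and BST2 (-0.75), with a median of -0.20 (percentile 0.01). Of 28 genes of hypoxia and glycolysis, 6 were lower and none higher, led by ENO2, EGLN3 (-1.09) and VEGFA, but the median was -0.04 (percentile 16.5). Of 31 TGF-beta responsive and extracellular matrix genes, 1 was higher and 5 were lower, led by the co-receptor TGFBR3 (88.0 to 33.0, -1.41) and the plasminogen activator PLAT (-1.14), with a median of -0.13 (percentile 0.68). Of 22 NRF2 targets, TXNRD1 (-0.80) and HMOX1 (-0.69) were lower, SLC7A11 had -0.49 and the median was -0.17 (percentile 0.23). Of 18 heat shock proteins and chaperones, HSPH1 (250 to 501, 2.00-fold) and CRYAB (1.59-fold) were higher and the other 16 lay within 1.5-fold, 3 of them below 0, with HSP90AA1 at 0.48 and a median of 0.38 (percentile 100). The other probe sets of HSP90AA1, all above both medians, had larger differences of 0.58, 0.77 and 0.89.

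Markers of basal squamous identity were bright on both arrays. Of 16 basal and squamous markers, KRT15 was higher (5485 to 8287, 1.51-fold), ITGA6 had 0.44 (0.77 by its other probe set), none was lower and the median was 0.18 (percentile 98.2). Of 28 genes of keratinocyte differentiation, 3 were higher, including SPRR1B and SPRR1A (1.83-fold, not borne out without x and s probe sets). ELF3 was lower (-0.28 without those probe sets), and the median of the list was 0.12 (percentile 98.8). Of 21 mesenchymal and fibroblast markers, 1 was higher and 2 were lower, ACTA2 and COL5A1 (500 to 287, -0.80), COL1A1 had -0.56 and the median was -0.12 (percentile 3.04). The other 2 probe sets of ACTA2 were dim and not lower. Of 18 colon epithelial markers, listed because a label names a colon line, GPA33 was lower (49.1 to 31.0, -0.66), EPS8L3 and TFF3 had 0.34 and -0.33, and the median was -0.11 (percentile 6.78). Their median intensity was 24.6, not far above the array medians of 19.5 and 19.4, with GUCY2C at 74.8 and 89.3. The basal and squamous markers had a median intensity of 1417. By level, squamous rather than colon markers were bright, which goes with the cell line in the titles. These levels do not bear on which vector the cells carried. Of 14 leukocyte and endothelial markers none was 1.5-fold changed (median -0.01, percentile 45.2), with CSF1R at -0.23, TEK at 0.15 and CD3D at 0.08.

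Of 24 genes around RUNX2 and bone, BMP2 was among 2 higher ones (89.8 to 166, 1.85-fold) and VEGFA and MMP9 were lower, with a median of 0.03 (percentile 65.3). RUNX2 itself had a log2 difference of 0.33, GLI2 0.27 and CASR 0.06. Of 25 genes of ER stress, ATF3 was lower, EDEM1 had -0.46, ASNS -0.43 and the median was -0.07 (percentile 10.2). None of 24 genes of cholesterol and fatty acid synthesis was 1.5-fold changed (FASN -0.55, SREBF2 -0.55, FADS2 0.45, median -0.11, percentile 1.06), nor was any of 40 ribosomal protein genes (median -0.06, percentile 1.71) or of 33 genes of the respiratory chain (median 0.08, percentile 83.6, with NDUFS3 at 0.40 and ATP5F1D at -0.39). Of 16 housekeeping genes TUBA1B was higher (1.59-fold), TUBB had 0.35, GUSB -0.30 and the median was 0.06 (percentile 70.0). The median of the BRCA1 list of Supplementary Table s1 was -0.00 (percentile 51.8).

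The hypotheses that follow were formed after values had been seen, except that the other aryl hydrocarbon receptor targets had not been looked up when their test was set. PTHLH acts through PTH1R, whose probe set was dim at 10.0 on both arrays, and the receptor raises cAMP and activates PKC. Of 32 components of this route, CREBBP was higher, 3 were lower, including ITPR1 (52.2 to 25.4, -1.04) and PRKCA, and the median was -0.02 (percentile 34.6). The other probe sets of ITPR1, all dim, lay between -0.37 and 0.79. Those of PRKCA lay between -0.39 and 0.08 and those of CREBBP between 0.08 and 0.47. The hypothesis that PTHLH raises cAMP/CREB responsive genes found no backing in these arrays. Of 24 such genes none was higher and 5 were lower, among them ATF3, PTGS2 and NR4A2 (-0.87), and their median of -0.18 lay at percentile 0.26 of random lists, where the hypothesis needed one above the central 95%. The lower FOS, JUNB and ATF3, and also FOSB, NR4A1 and DUSP1, are immediate early genes too. For that list cross-hybridisation and handling before lysis stay open. For CYP1A1 the hypothesis was that other targets of the aryl hydrocarbon receptor are lower too. TIPARP (714 to 391, -0.87) and AHRR (82.8 to 50.4, -0.72) were, CYP1A2 had -0.41, NQO1 0.05 and the dim CYP1B1 0.21, the dim ALDH3A1 went the other way (12.8 to 21.1, 0.72), and the median of all 6 targets, -0.18, lay at percentile 6.17, which leaves the hypothesis open. By the limit written before the look-up, the lower end of the central 95% of random lists (-0.24), these targets are not lower. They are called open because the median misses that limit by less than the SD of random lists, 0.11, a rule added after the value had been seen.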
